# Screening and identification of muscle pericyte selective markers

**DOI:** 10.1038/s41598-025-14225-3

**Published:** 2025-08-07

**Authors:** Jingsong Ruan, Minkyung Kang, Rong Wang, Wanling Xuan, Feng Cheng, Yao Yao

**Keywords:** Pericytes, Smooth muscle cells, Genetic tool, PDGFRβ, SM22α, Cell biology, Computational biology and bioinformatics, Molecular biology

## Abstract

Pericytes, which share markers with smooth muscle cells (SMCs), are heterogenous cells. Pericytes in the brain and skeletal muscle have different embryonic origins, representing distinct subpopulations. One challenge in the field is that there are no subpopulation-specific pericyte markers. Here, we compared the transcriptomes of muscle pericytes and SMCs, and identified 741 muscle pericyte-enriched genes and 564 muscle SMC-enriched genes. Gene ontology analysis uncovered distinct biological processes and molecular functions in muscle pericytes and SMCs. Interestingly, the Venn diagram revealed only one gene shared by brain and muscle pericytes, suggesting that they are indeed distinct subpopulations with different transcriptional profiles. We further validated that GSN co-localized with PDGFRβ^+^SMA^−^ cells in small and large blood vessels but not PDGFRβ^+^SMA^+^ cells, indicating that GSN predominantly marks pericytes and fibroblasts rather than SMCs in skeletal muscle. Negligible levels of GSN were detected in the brain. These findings indicate that GSN may serve as a selective marker for muscle pericytes.

## Introduction

Pericytes and smooth muscle cells (SMCs), together known as mural cells, are perivascular cells, which cover different segments of the vascular tree^1^. Specifically, SMCs reside in large blood vessels, while pericytes predominantly cover small blood vessels^1^. Biochemically, these cells are very similar and share many cellular markers. For example, the most widely used pericyte markers, such as PDGFRβ and CD13, are also expressed in SMCs^1,2^. Although several SMC-specific markers, including SM22α^3,4^ and Myh11^5^, are available, there are few pericyte-specific markers currently^1^. In addition, pericyte heterogeneity has been reported^1,6,7^. First, pericyte number varies significantly across different tissues. It has been shown that pericyte density is much higher in the brain compared to skeletal muscle^1,8,9^which is consistent with their crucial function in blood-brain barrier (BBB) integrity^1,10,11^. Next, the embryonic origins of pericytes in different tissues vary. For example, brain pericytes originate from ectoderm-derived neural crest^1,12–15^while skeletal muscle pericytes have a mesoderm origin^1,16,17^. This inter-tissue heterogeneity likely represents different subpopulations, which may exert tissue-specific functions. Unfortunately, the biochemical properties and functions of these subtypes of pericytes remain largely unknown, mainly due to the lack of subpopulation-specific pericyte markers.

To fill this critical gap of knowledge, researchers have started to investigate pericyte biology and function in a tissue-specific manner. In the brain, pericytes exert a variety of important functions, including BBB maintenance^10,11,18^ and blood-flow regulation^19–22^. In skeletal muscle, pericytes may function as progenitor cells for myoblasts and/or other cells^16,23,24^. Under pathological conditions, pericytes may acquire stem/progenitor properties and contribute to tissue regeneration or fibrosis depending on the conditions^23,25–27^. Recently, several brain pericyte-selective markers, including *Kcnj8*, *Abcc9*, and *Atp13a5*, have been identified^28,29^. By comparing the transcriptomes of brain pericytes and SMCs, we obtained 40 brain pericyte-enriched genes with many reported in previous studies and identified new brain pericyte-selective markers in a recent study^30^. It remains unclear whether these brain pericyte-selective markers can label pericytes in other tissues. Unlike brain pericytes, no muscle pericyte-selective markers have been reported, although several non-specific markers (PDGFRβ and NG2) have been used to identify muscle pericytes^16,31^.

In this study, we screened and identified muscle pericyte-selective markers by RNAseq analysis using skeletal muscles from mice expressing tdTomato in SMCs. Since brains from the same mice were used to determine brain pericyte-selective markers, which substantially diminished individual differences and system variations, we further cross-compared brain and muscle pericyte-selective markers.

## Results

### Isolation of pericytes and SMCs from mouse skeletal muscle

To enable live sorting of SMCs, we generated Ai14^+/−^;SM22α-Cre^+^ mice, in which SM22α^+^ SMCs are permanently labeled with tdTomato. Immunohistochemistry (IHC) revealed a perfect co-localization of tdTomato with smooth muscle actin-α (SMA) in tibialis anterior (TA) muscle (Fig. 1A). Additionally, tdTomato and SMA signals partially co-localized with PDGFRβ (mural cell marker) with tdTomato and SMA expression in large but not small blood vessels (Fig. 1A). These results demonstrate the feasibility to distinguish SMCs (PDGFRβ^+^tdTomato^+^ cells) and pericytes (PDGFRβ^+^tdTomato^−^ cells) with PDGFRβ and tdTomato.

**Fig. 1:**
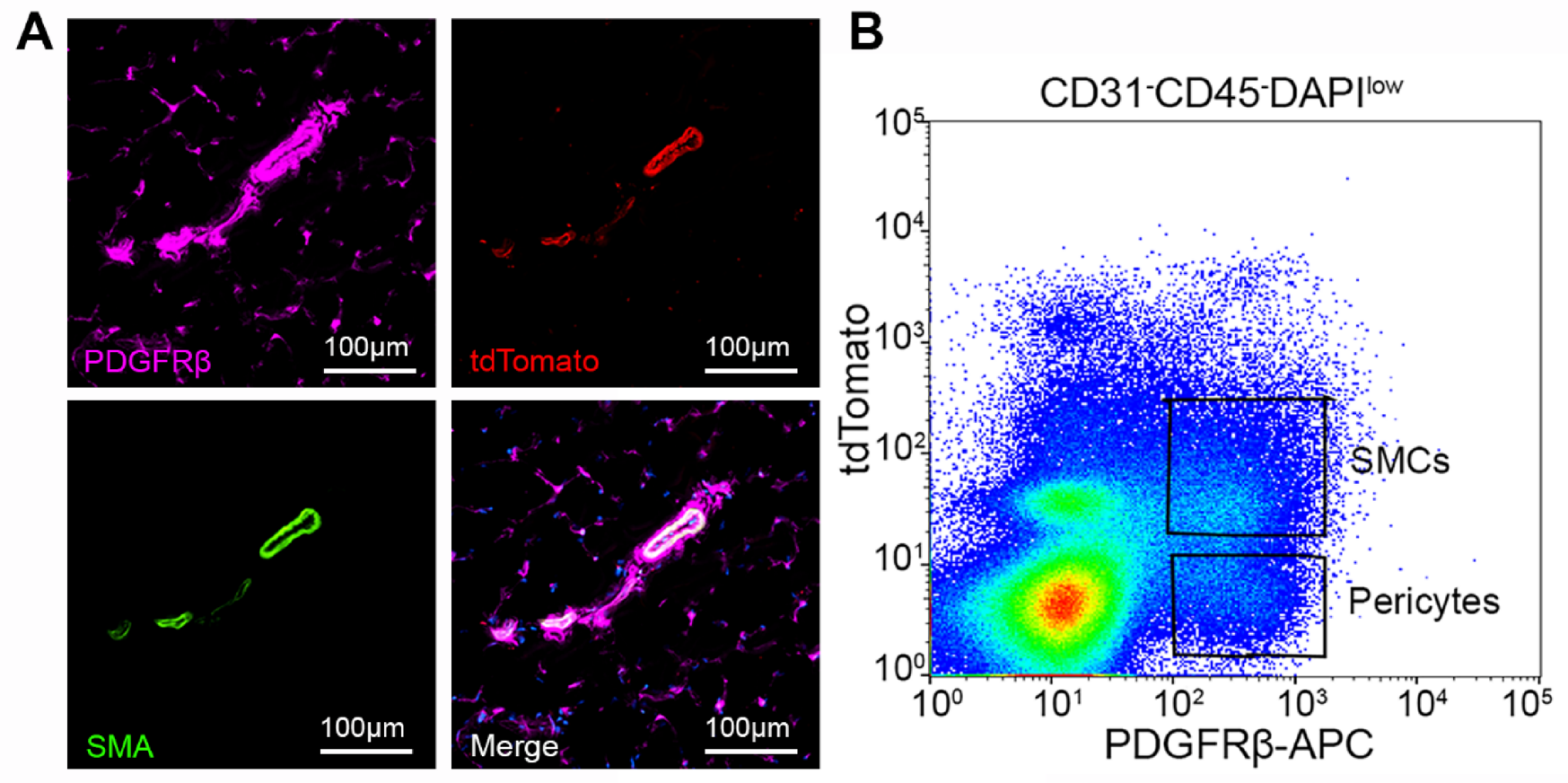
Validation and isolation of muscle pericytes and SMCs from Ai14^+/−^;SM22α-Cre^+^ mice. (**A**) tdTomato and SMA co-localized with PDGFRβ in large but not small blood vessels in mouse TA muscle. (**B**) Representative flow cytometry plot showing pericytes (PDGFRβ^+^tdTomato^−^) and SMCs (PDGFRβ^+^tdTomato^+^).

Next, we isolated pericytes and SMCs from skeletal muscles of Ai14^+/−^;SM22α-Cre^+^ mice by flow cytometry. After excluding CD31^+^ endothelial cells, CD45^+^ hematopoietic cells, and DAPI^high^ dead cells, pericytes and SMCs were gated based on PDGFRβ and tdTomato expression. The workflow and gating strategy are shown in Figure S1. We observed two populations: PDGFRβ^+^tdTomato^−^ and PDGFRβ^+^tdTomato^+^ cells representing pericytes and SMCs, respectively (Fig. 1B). To improve visualization and better illustrate the populations, the dot plot and contour plot are also provided (Fig. S1). These results demonstrate that we can successfully isolate pericytes and SMCs from skeletal muscles using this approach.

### RNAseq analysis of muscle pericytes and SMCs

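Bulk RNAseq libraries were made from pericytes (PDGFRβ+tdTomato− cells) and SMCs (PDGFRβ+tdTomato+ cells) sorted from hindlimb muscles of Ai14+/−;SM22α-Cre+ mice, in which Cre recombinase driven by the SM22α promoter switches on the red fluorescent protein tdTomato. There were 8 libraries, 4 of pericytes and 4 of SMCs, numbered from 1 to 4 in each group, and each was made from about 60000 cells pooled from multiple sorts. RNA was reverse transcribed and amplified with a SMART-Seq kit for ultra-low input, and libraries were built with the Nextera XT kit. The authors aligned the reads to the mouse genome (NCBI Build 37) with Bowtie2 and TopHat and deposited FPKM (fragments per kilobase of transcript, scaled to the number of mapped reads) for 37979 genes. FPKM are not counts, so the number of reads behind each value is unknown. The FPKM of a library summed to between 690247 and 1190435 in pericytes (median 750268) and between 656405 and 737839 in SMCs (median 699462). Low FPKM values are multiples of what a single fragment is worth, and their ratios between libraries gave depths, relative to the other libraries, of 0.857 to 1.04 in pericytes and 0.980 to 1.05 in SMCs. Between 12713 and 13194 genes reached 1 FPKM in a pericyte library, and between 12747 and 13044 genes did so in an SMC library. A total of 10565 genes were listed at 0 in all 8 libraries, and the other 27414 genes were tested. Tests used log2(FPKM + 1), a scale that understates the fold change of genes with low FPKM, and limma's moderated test with Benjamini-Hochberg adjustment (q value). The pericyte and SMC libraries share replicate numbers, so each comparison was also fitted with the replicate number as a block. Across 13612 genes with a mean of at least 1 FPKM, same-numbered pericyte and SMC libraries deviated together from their group means, with a mean correlation across genes of 0.327 (range 0.0794 to 0.474 over 4 pairs).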

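The genes behind the sort were measured first. Pdgfrb had 9.70 ± 6.59 FPKM (SD, n = 4) in pericytes and 47.4 ± 37.2 FPKM (SD, n = 4) in SMCs, and the groups overlapped (two-sided exact permutation test, p = 0.0857). Its q value was 0.0973 by limma and 0.00601 with the replicate block. Tagln, the gene of SM22α, had 343 ± 193 FPKM (SD, n = 4) in pericytes and 896 ± 495 FPKM (SD, n = 4) in SMCs, with a limma q value of 0.110, or 0.104 with the replicate block. The SMA gene Acta2 had 764 ± 440 FPKM (SD, n = 4) in pericytes and 1951 ± 963 FPKM (SD, n = 4) in SMCs, with a limma q value of 0.0979, or 0.0952 with the replicate block. Both genes passed with a filter at 1 FPKM in at least 4 libraries (limma q = 0.0316 for Acta2 and 0.0366 for Tagln) and with the libraries rescaled to a common sum, as TPM (limma q = 0.0314 and 0.0388), and Acta2 also passed with quantile scaling (limma q = 0.0236). Both genes were measured in every pericyte library. Pecam1, which encodes CD31, was higher in every SMC library, at 197 ± 83.6 FPKM (SD, n = 4) against 45.5 ± 15.0 FPKM (SD, n = 4) in pericytes (limma q = 0.00873, replicate block q = 0.0267). Over the alternatives the limma q value of Pecam1 reached 0.0919, and 1 of 10 other settings changed its result. The paper's results text excludes CD31+ cells, whereas its Fig. S1 legend writes both sorted populations as CD31+. Its methods label CD31 and CD45 with the same dye, FITC, and gate both populations as FITC-negative, which goes with the exclusion. Ptprc, which encodes CD45, was higher in every pericyte library, at 175 ± 65.6 FPKM (SD, n = 4) against 8.16 ± 3.18 FPKM (SD, n = 4) in SMCs (limma q = 4.0e-04, replicate block q = 0.00625).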

To screen for muscle pericyte-specific markers, we performed bulk RNAseq analysis using pericytes and SMCs freshly isolated from skeletal muscles of Ai14^+/−^;SM22α-Cre^+^ mice. 

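Principal components were computed from log2(FPKM + 1) of the 27414 genes, centred and not scaled. The first component held 64.8% of the variance and the second held 16.2%. On the first component, the 4 pericyte libraries scored between -89.81 and -79.13 and the 4 SMC libraries between 75.09 and 95.56. The second component parted the replicates in the same way in both groups. Pericyte replicates 1 and 2 scored 15.36 and 60.87, and pericyte replicates 3 and 4 scored -42.89 and -43.28. SMC replicates 1 and 2 scored 51.04 and 35.10, and SMC replicates 3 and 4 scored -37.93 and -38.28. Scaling each gene to unit variance moved the share of the first component most, to 34.6%.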

The principal component analysis (PCA) showed that pericyte and SMC samples were clearly separated from each other, although some variations existed among biological replicates (Fig. 2A). These variations may be caused by individual differences and batch effects, since multiple sorts were combined to obtain sufficient cells for one sample due to the relatively low density of pericytes in skeletal muscle^1^. This finding indicates that muscle pericytes and SMCs are transcriptionally different.

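Between 2 libraries of the same group, the correlation of log2 values across genes was 0.932 on average (range 0.902 to 0.977 over 12 pairs), and between a pericyte and an SMC library it was 0.734 (range 0.687 to 0.782 over 16 pairs). Genes are not independent replicates, so these correlations describe the libraries only. Libraries with different numbers within replicates 1 and 2, or within replicates 3 and 4, deviated together from their group means about as much as same-numbered libraries (mean correlation across genes 0.330 over 4 pairs). No sort date or batch was used here.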

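The separation of the groups was tested on the distances between libraries by permuting the groups. The distances gave a pseudo-F, the spread between groups over the spread within them, of 10.8 for pericytes against SMCs, the largest of the 35 ways to divide 8 libraries into 4 and 4 (exact permutation p = 0.0286, the smallest value this design allows). It was thereby also the largest of the 8 divisions that part every same-numbered pair, where the smallest share possible is 0.125. The paper reasons from the separation on the PCA plot that both cell types differ transcriptionally.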

**Fig. 2:**
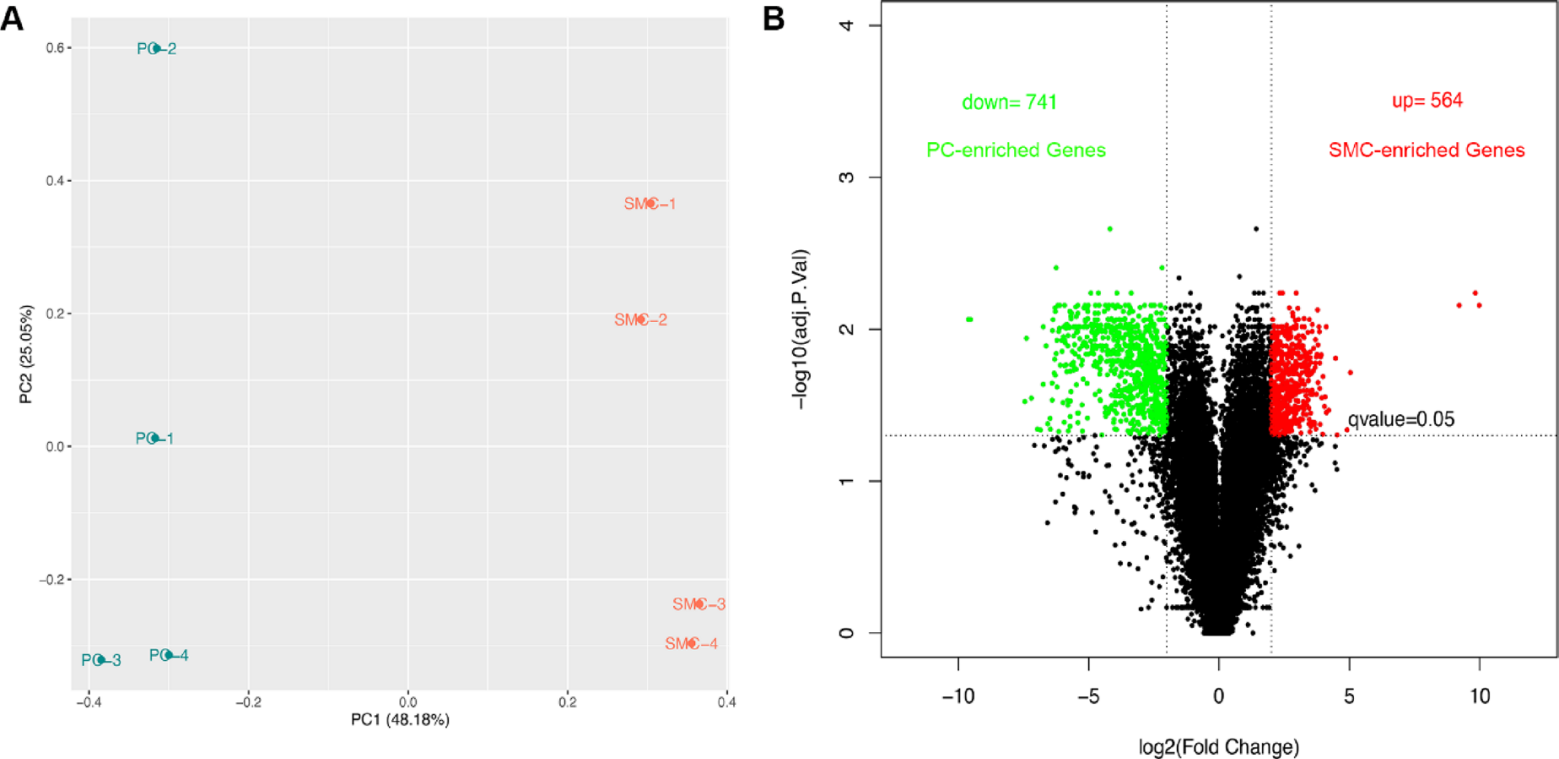
RNAseq analysis of freshly isolated muscle pericytes and SMCs. (**A**) The PCA plot showed that muscle pericytes and SMCs were clearly separated, although some variations were observed among biological replicates. (**B**) The volcano plot revealed 741 muscle pericyte-enriched genes and 564 muscle SMC-enriched genes. PCA, principal component analysis.

Next, we compared the transcriptional profiles of muscle pericytes and SMCs, and identified 1305 differentially expressed genes (DEGs), defined as those with Log2FC more than 2 and q value less than 0.05 (Table S1). 

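Of the 27414 genes tested with limma, 5977 had a q value below 0.05, and 1616 of these also passed a log2 fold change of 2. Among the 1616 genes, 888 were higher in pericytes and 728 were higher in SMCs. With the replicate number as a block, 881 genes were higher in pericytes, 869 of them among the 888, and 739 were higher in SMCs, 711 of them among the 728. Same-numbered libraries deviated together from their group means (mean correlation across genes 0.327). Of all 27414 genes tested, 6743 had every library of one group above every library of the other, where 2.86% of genes do so by chance. The 1616 genes were selected for their difference, so 1608 of them being in that number follows in part from the selection. With a fold threshold placed inside the test (limma treat), which moved the counts most, 336 genes were higher in pericytes and 32 in SMCs. Of the 1616 genes, 43 were listed at 0 in every SMC library and 4 were listed at 0 in every pericyte library, and Ubb, a gene that every cell uses, was listed at 0 in all 8 libraries. The symbols of 1292 of the 1616 genes are in Table S1.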

Among these DEGs, 741 were up-regulated in muscle pericytes and 564 were up-regulated in muscle SMCs (Fig. 2B). To identify the biological processes and molecular functions enriched in these cells, we performed gene ontology analysis using these DEGs. Muscle pericyte-enriched biological processes include lymphocyte activation, leukocyte activation, immune system process, cell activation, regulation of immune system process, immune response, and T cell activation (Fig. 3A). 

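Gene ontology annotation was not used here, so gene families fixed before the data were examined and Reactome pathways (curated lists of genes that act together) stand in for the terms. The family value is the median of log2(FPKM + 1) over its genes in each library. Immunoglobulin variable segments had a value of 4.40 ± 0.34 (SD, n = 4) in pericytes and 0.24 ± 0.27 (SD, n = 4) in SMCs, over 203 genes. T cell receptor variable segments had 3.88 ± 0.32 (SD, n = 4) in pericytes, over 103 genes, and a median listed at 0 in each of the 4 SMC libraries. CD3 and T cell receptor constant genes had 8.80 ± 0.44 (SD, n = 4) in pericytes and 2.77 ± 0.24 (SD, n = 4) in SMCs. For each of these families every pericyte library lay above every SMC library (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0324 over 17 families). Taken as same-numbered pairs, whose deviations correlated at 0.327, the exact sign-flip p was 0.125, the smallest that 4 pairs allow. Among the genes that could pass the fold threshold, 145 of 161 immunoglobulin variable segments and 84 of 85 T cell receptor variable segments were pericyte-enriched (one-sided Fisher's exact test, adjusted p = 3.9e-144 and 1.1e-92). Segments are near-identical copies that can share reads, so the value of any single segment is uncertain. Fisher's test treats the genes of a family as independent, which they are not. Its p values therefore do not measure the spread between libraries, here or for the other families and pathways. Reactome pathways passed the adjusted threshold in 28 of 796 cases for pericyte-enriched genes. Generation of second messenger molecules had 15 of 22 genes pericyte-enriched (Fisher's exact test, adjusted p = 1.3e-09), and TCR signaling had 22 of 50.

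**Figure D1:**
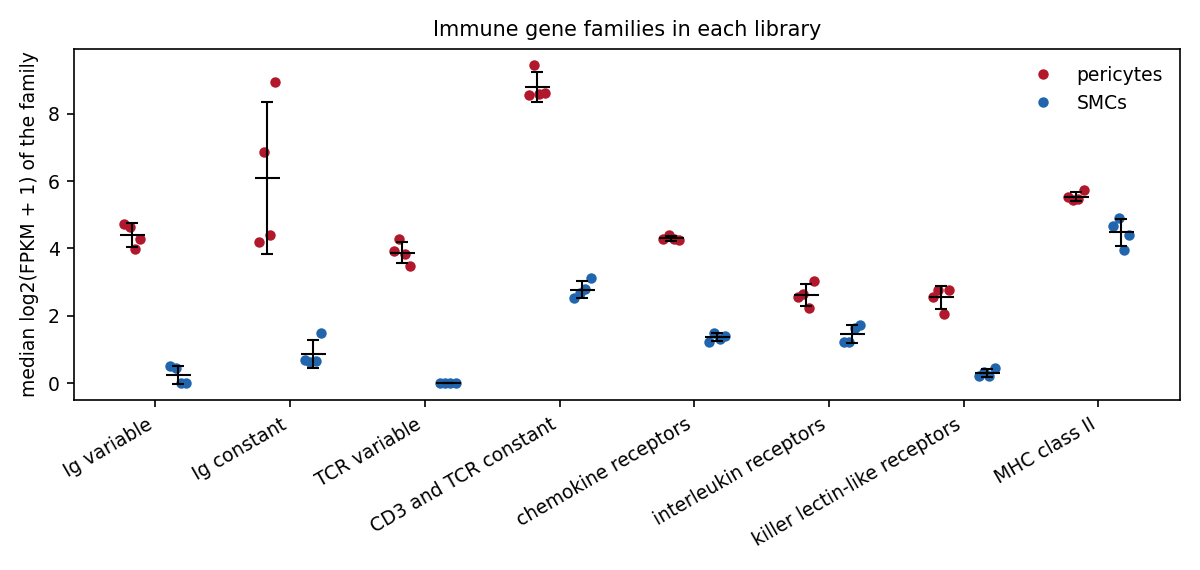
Median log2(FPKM + 1) of each immune gene family (vertical axis) in the 4 pericyte and 4 SMC libraries. Points are libraries, the long bar is the mean and the whiskers are 1 SD. In all 8 families the pericyte libraries lie above the SMC libraries, while the mean over genes in place of the median reverses MHC class II (difference -0.15).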

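Receptor families were compared in the same way. Chemokine receptors had a family value of 4.30 ± 0.07 (SD, n = 4) in pericytes and 1.36 ± 0.11 (SD, n = 4) in SMCs, and 11 of 14 were pericyte-enriched (one-sided Fisher's exact test, adjusted p = 7.4e-10). Among them, Ccr7 had 1211 ± 47.3 FPKM (SD, n = 4) in pericytes and 64.8 ± 22.6 FPKM (SD, n = 4) in SMCs. Its log2 fold change was 4.27 (standard error 0.25, limma q = 5.5e-05, replicate block q = 0.00180). Interleukin receptors had 2.61 ± 0.33 (SD, n = 4) in pericytes and 1.45 ± 0.26 (SD, n = 4) in SMCs, with 12 of 29 pericyte-enriched and 2 of 29 SMC-enriched. Il7r had 69.0 ± 5.77 FPKM (SD, n = 4) in pericytes and 1.75 ± 0.51 FPKM (SD, n = 4) in SMCs (limma q = 4.9e-06, replicate block q = 0.00111). The MHC class II genes had a family value of 5.54 ± 0.13 (SD, n = 4) in pericytes and 4.48 ± 0.41 (SD, n = 4) in SMCs, a difference of 1.06 that becomes -0.15 with the mean over genes and 4.26 with the genes listed at 0 in a whole group left out. Cd74, H2-Aa and H2-Ab1 were listed at 0 in every pericyte library and had 750 to 1478, 414 to 732 and 713 to 1137 FPKM in the SMC libraries, whereas H2-Eb1 had 1793 to 3111 FPKM in the pericyte libraries and 242 to 403 FPKM in the SMC libraries. Each of these receptor families had an exact permutation p of 0.0286 without pairing and an exact sign-flip p of 0.125 with the libraries paired by number. The Reactome pathway Chemokine receptors bind chemokines had 12 of 38 genes pericyte-enriched (one-sided Fisher's exact test, adjusted p = 0.00103) and 11 of 38 SMC-enriched (adjusted p = 4.8e-04).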

Consistent with this finding, immune-related molecular functions, including immune receptor activity, cytokine/chemokine receptor activity, cytokine/chemokine binding, MHC protein complex binding, G protein-coupled chemoattractant receptor activity, and kinase/enzyme binding, were enriched in muscle pericytes (Fig. 3B). These results highlight a relative enrichment of immune response/activation pathways in muscle pericytes compared to muscle SMCs.

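Genes of lymphocytes showed the size of the difference. Cd3e, a chain of the T cell receptor complex, had 148 ± 21.8 FPKM (SD, n = 4) in pericytes and 1.59 ± 0.88 FPKM (SD, n = 4) in SMCs. Its log2 fold change was 5.89 (standard error 0.23, limma q = 1.3e-05, replicate block q = 0.00110). Cd79a, a chain of the B cell receptor complex, had 677 ± 330.2 FPKM (SD, n = 4) in pericytes and 9.40 ± 6.07 FPKM (SD, n = 4) in SMCs (limma q = 2.5e-04, replicate block q = 0.00111). Immunoglobulin genes made up between 2.74% and 6.77% of the summed FPKM of a pericyte library and between 0.0598% and 0.170% of that of an SMC library. From the enriched immune terms, the paper concludes that immune response and activation pathways are relatively enriched in muscle pericytes. T cell markers (mean log2(FPKM + 1) 7.31 against 2.17 in SMCs) and B cell markers (5.97 against 1.38) were higher in every pericyte library. Of 10 pericyte markers, 0 had a higher mean in the pericyte libraries. Bulk values do not assign a transcript to a cell, so lymphocyte RNA in these libraries cannot be told apart from expression by pericytes.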

**Fig. 3:**
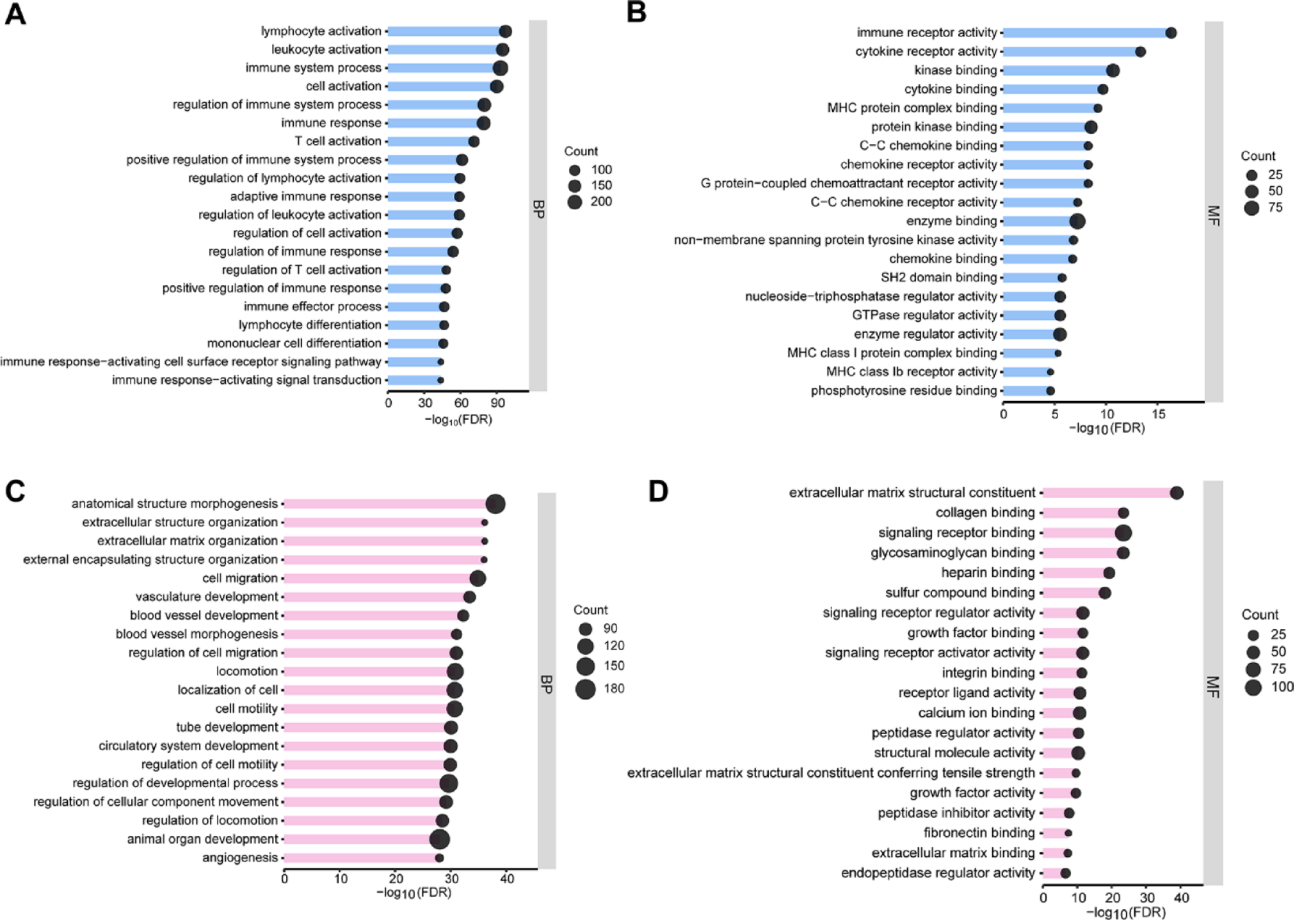
Muscle pericyte-enriched and SMC-enriched genes are involved in distinct biological processes and molecular functions. (**A** and **B**) Gene ontology analysis demonstrating major biological processes (**A**) and molecular functions (**B**) in muscle pericytes. (**C** and **D**) Gene ontology analysis demonstrating major biological processes (**C**) and molecular functions (**D**) in muscle SMCs.

Compared to muscle pericytes, very different biological processes and molecular functions were enriched in muscle SMCs. Specifically, biological process analysis revealed that anatomical structure morphogenesis, blood vessel development/morphogenesis, animal organ development, extracellular structure/matrix organization, and cell migration/motility were enriched in muscle SMCs (Fig. 3C). 

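Matrix families were compared as medians of log2(FPKM + 1). Collagens had a value of 3.61 ± 0.78 (SD, n = 4) in SMCs and 1.84 ± 0.41 (SD, n = 4) in pericytes, over 43 genes. Fibulins, fibrillins and microfibril proteins had 6.15 ± 0.16 (SD, n = 4) in SMCs and 3.37 ± 0.31 (SD, n = 4) in pericytes. Small leucine-rich proteoglycans had 7.71 ± 0.46 (SD, n = 4) in SMCs and 5.24 ± 0.43 (SD, n = 4) in pericytes. Laminins had 3.75 ± 0.29 (SD, n = 4) in SMCs and 2.17 ± 0.39 (SD, n = 4) in pericytes. In these 4 families every SMC library was above every pericyte library (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0324; exact sign-flip p = 0.125 with libraries paired by number). Matrix metalloproteinases did not separate completely, at 1.90 ± 0.31 (SD, n = 4) in SMCs and 1.25 ± 0.30 (SD, n = 4) in pericytes (exact p = 0.0571), although the SMC library was higher in all 4 same-numbered pairs and the mean over genes gave an exact p of 0.0286. Reactome pathways passed the adjusted threshold in 41 of 796 cases for SMC-enriched genes, and 6 pathways passed for both groups of genes. Extracellular matrix organization had 62 of 183 genes SMC-enriched (one-sided Fisher's exact test, adjusted p = 2.6e-26). With the replicate block, 72 pathways passed over both groups of genes, against 69 without it.

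**Figure D2:**
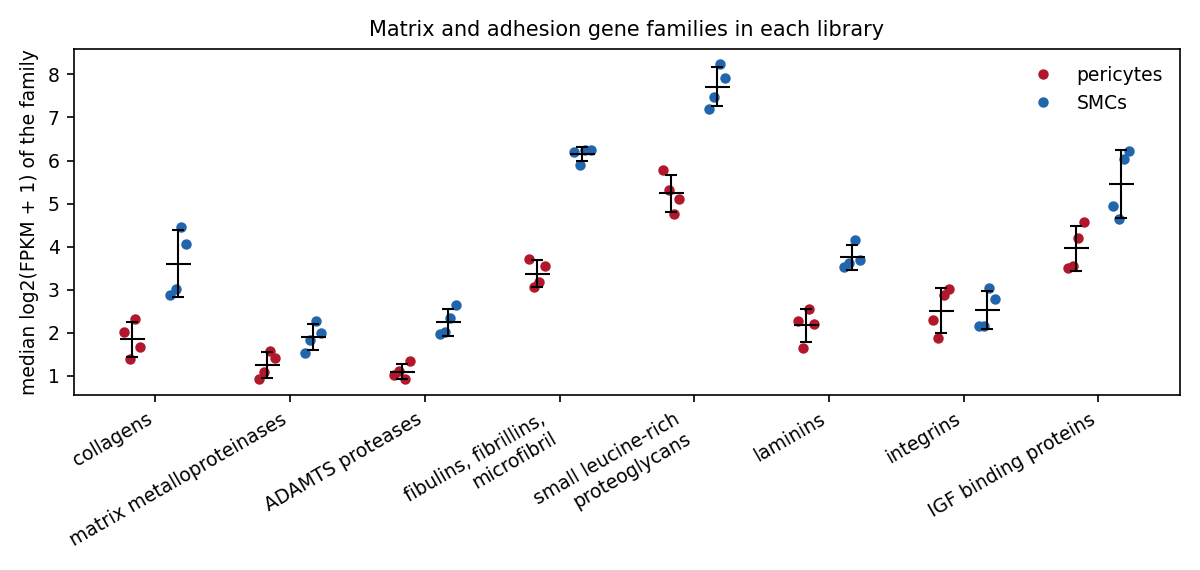
Median log2(FPKM + 1) of each matrix or adhesion gene family (vertical axis) in the 4 pericyte and 4 SMC libraries. Points are libraries, the long bar is the mean and the whiskers are 1 SD. The integrins overlap, at 2.51 in pericytes and 2.53 in SMCs, and the direction of their difference reversed in some fits that left out a library.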

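Among the genes that could pass the fold threshold, 17 of 30 collagens were SMC-enriched (one-sided Fisher's exact test, adjusted p = 3.7e-12), as were 11 of 12 small leucine-rich proteoglycans (adjusted p = 6.4e-12) and 10 of 14 fibulins, fibrillins and microfibril proteins (adjusted p = 4.7e-09). The remaining proteoglycan was Dcn, which was listed at 0 in every SMC library. Matrix metalloproteinases had 6 of 11 genes SMC-enriched (adjusted p = 9.8e-05). Insulin-like growth factor binding proteins had 3 of 5 genes SMC-enriched (adjusted p = 0.00797). Laminins had 1 of 7 genes SMC-enriched (adjusted p = 0.785), and ADAMTS proteases had 1 of 13 (adjusted p = 0.932). Integrins had 3 of 23 genes SMC-enriched (adjusted p = 0.433) and 6 of 23 pericyte-enriched (adjusted p = 0.0132), and their family value did not differ between groups (exact permutation test, p = 0.914). Without the fold threshold, 9 of the 32 integrins were higher in SMCs and 6 higher in pericytes at a q value below 0.05. The Reactome pathway Integrin cell surface interactions, which also holds integrin ligands, had 25 of 65 genes SMC-enriched (adjusted p = 1.2e-11), and Collagen formation had 23 of 53 (adjusted p = 1.1e-11). The number of families over-represented among SMC-enriched genes was 5 with and without the replicate block.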

Molecular function analysis showed that extracellular matrix structural constituent, collagen binding, signaling receptor binding, glycosaminoglycan binding, heparin binding, sulfur compound binding, growth factor binding, and integrin binding were enriched in muscle SMCs (Fig. 3D). These results highlight an essential role of muscle SMCs in tissue development/morphogenesis and extracellular matrix organization.

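Col3a1 had 1159 ± 523 FPKM (SD, n = 4) in SMCs and 96.4 ± 28.7 FPKM (SD, n = 4) in pericytes. Its log2 fold change, pericytes over SMCs, was -3.51 (standard error 0.36, limma q = 6.2e-04, replicate block q = 0.00465). Bgn had 433 ± 76.7 FPKM (SD, n = 4) in SMCs and 40.4 ± 10.3 FPKM (SD, n = 4) in pericytes (log2 fold change -3.40, limma q = 6.4e-05, replicate block q = 0.00231). Fbln1 had 112 ± 54.7 FPKM (SD, n = 4) in SMCs and 8.83 ± 2.25 FPKM (SD, n = 4) in pericytes (log2 fold change -3.42, limma q = 7.5e-04, replicate block q = 0.00346). From the enriched terms, the paper concludes that SMCs have an essential role in tissue morphogenesis and extracellular matrix organization. Fibroblast markers were also higher in every SMC library (mean log2(FPKM + 1) 8.50 against 4.86 in pericytes). Smooth muscle markers did not separate the groups (6.19 against 4.99, exact permutation test, p = 0.114). Bulk values do not assign a transcript to a cell, so whether the matrix RNA came from SMCs or fibroblasts was not tested.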

### Identification of muscle pericyte-selective markers

To determine the transcriptional differences of pericytes in different tissues, we compared muscle pericyte-enriched genes with brain pericyte-enriched genes reported in a previous study from our laboratory^30^. This study was chosen for two reasons: (1) brains used in the previous study and skeletal muscles used in the current study were from the same Ai14^+/−^;SM22α-Cre^+^ mice, and (2) brain and muscle tissues were processed and analyzed simultaneously using the same pipeline, which significantly reduced variations and batch effects. Compared to the 40 brain pericyte-enriched genes reported previously, 741 muscle pericyte-enriched genes were identified (Fig. 2B). The significantly higher number indicates tissue-specific signature of pericytes. 

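Igkv8-30 is an immunoglobulin kappa variable segment on chromosome 6 of NCBI Build 37, from 70067055 to 70067611 on the minus strand. In the muscle libraries it had 120 ± 86.2 FPKM (SD, n = 4) in pericytes and 1.95 ± 1.29 FPKM (SD, n = 4) in SMCs. The pericyte values in replicates 1 to 4 were 84.8, 248.7, 68.2 and 77.2 FPKM, and replicate 2 stood apart from the others. Its log2 fold change was 5.25 (standard error 0.50, limma q = 4.0e-04, replicate block q = 0.00162), and it stayed between 4.83 and 5.46 with each library left out in turn. Reads of near-identical kappa segments can be shared, so its value is uncertain. The brain pericyte-enriched genes were not analysed here.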

Venn diagram revealed only one shared gene (Igkv8-30) between brain and muscle pericyte-enriched genes with 39 and 740 genes unique to brain and muscle pericytes, respectively (Fig. 4A), again suggesting that brain and muscle pericytes are different subpopulations.

**Fig. 4:**
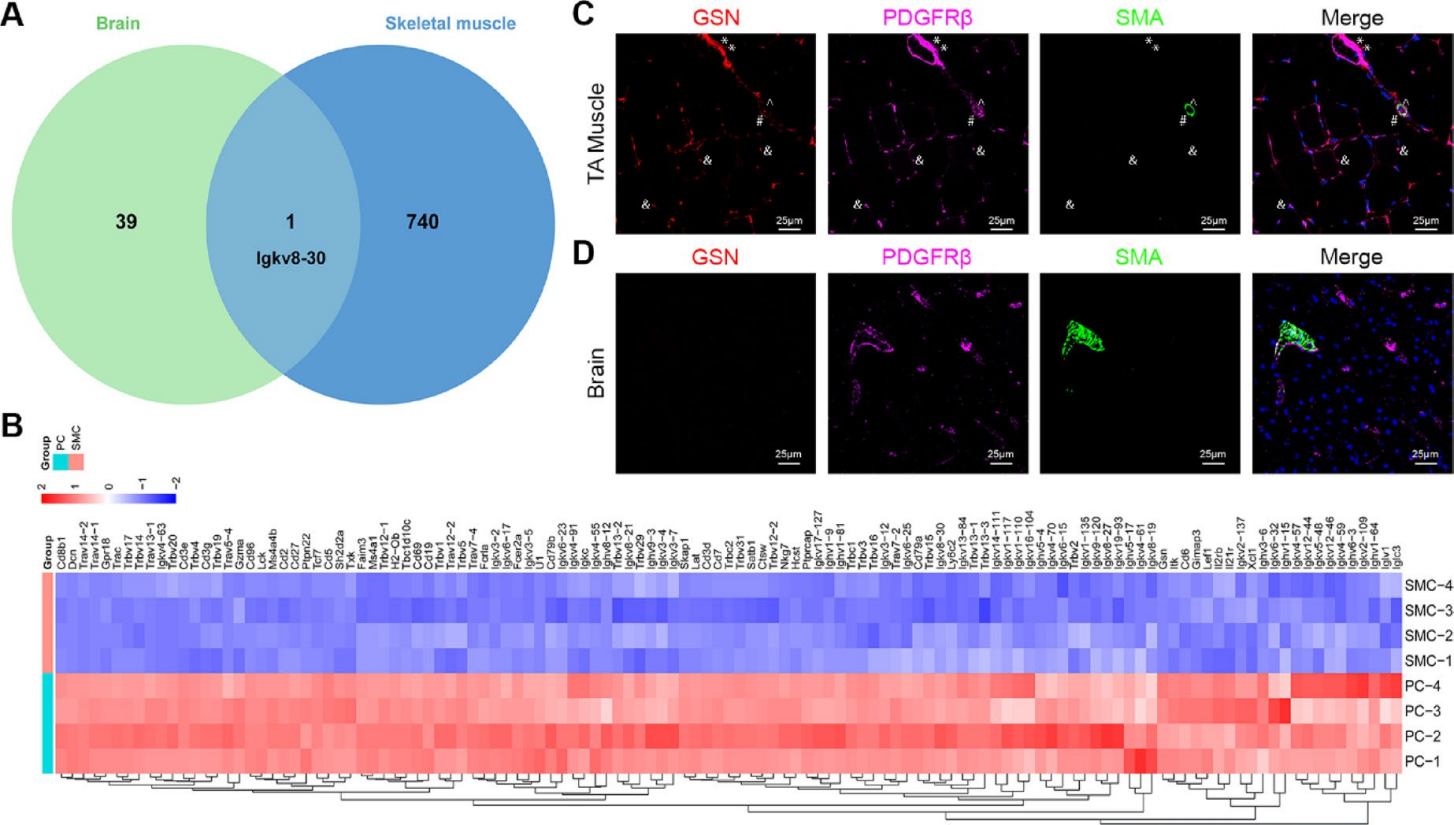
Validation of muscle pericyte-enriched genes in vivo. (**A**) Venn diagram showing only one overlapping gene between brain and muscle pericyte-enriched genes. (**B**) Heatmap showing top 121 genes (Log2FC more than 5 and q value less than 0.05) enriched in muscle pericytes compared to muscle SMCs. (**C**) GSN was detected in PDGFRβ^+^SMA^−^ pericytes (&) in capillaries and PDGFRβ^+^SMA^−^ fibroblasts in large vessels (* and #), but not PDGFRβ^+^SMA^+^ SMCs (^) in arteries/arterioles in mouse TA muscle. (**D**) GSN was not detected in mouse brain.

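At a log2 fold change above 5 and a q value below 0.05, limma gave 147 pericyte-enriched genes, and 143 with the replicate number as a block (same-numbered deviations correlated at 0.327). A pseudocount of 0.1 gave 345 genes and limma treat gave 2. Immunoglobulin variable segments made up 67 of the 147 genes and T cell receptor variable segments made up 25. All 147 genes, which were selected for a large difference, were higher in every pericyte library than in every SMC library, which 1.43% of genes are by chance. In 7 of them every SMC library was listed at 0.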

Next, we applied more stringent criteria (Log2FC more than 5 and q value less than 0.05) and identified 121 genes highly enriched in muscle pericytes compared to muscle SMCs (Fig. 4B). Among the top 15 genes enriched in muscle pericytes, 12 were immunoglobulin heavy/kappa chain variables and 1 was Trbv17 (T cell receptor beta variable 17), which are highly expressed in the immune system. 

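Ranked by log2 fold change among genes with a limma q value below 0.05, the first 15 genes held 11 immunoglobulin variable segments, 1 T cell receptor variable segment and 3 other genes, Dcn, Gsn and Sbpl. With the replicate number as a block they held 12, 1 and 2, and Sbpl no longer passed (q = 0.0482 without the block, q = 0.0698 with it). Sbpl was listed at 0 in every SMC library and had 11.2, 9.68, 5537 and 116.0 FPKM in pericyte replicates 1 to 4. Igkv6-23 had 585 ± 441 FPKM (SD, n = 4) in pericytes and 2.14 ± 1.59 FPKM (SD, n = 4) in SMCs (limma q = 4.7e-04, replicate block q = 0.00139). Trbv17 lies on chromosome 6 of NCBI Build 37 from 41113091 to 41113550 on the plus strand. It had 175 ± 61.7 FPKM (SD, n = 4) in pericytes and 0.739 ± 0.408 FPKM (SD, n = 4) in SMCs, a log2 fold change of 6.63 (standard error 0.27, limma q = 1.4e-05, replicate block q = 0.00160). The values of single segments are uncertain where near-identical copies share reads.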

Among the rest two genes, we chose gelsolin (GSN) to validate since decorin (DCN) is expressed in fibroblasts^32^. 

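Gsn lies on chromosome 2 of NCBI Build 37 from 35111927 to 35163420 on the plus strand. It had 849.5, 405.6, 749.8 and 1143 FPKM in pericyte replicates 1 to 4 and was listed at 0 in all 4 SMC libraries. Dcn lies on chromosome 10 from 96942245 to 96980777 on the plus strand. It had 1165, 1115, 509.2 and 571.1 FPKM in pericyte replicates 1 to 4 and was also listed at 0 in all 4 SMC libraries. Ubb, which every cell uses, was listed at 0 in all 8 libraries, so no fold change is given for Gsn or Dcn. Of 913 genes with at least 100 FPKM in every pericyte library, Gsn and Dcn were the only 2 listed at 0 in every SMC library. Lum, a proteoglycan gene like Dcn, had 1131 to 1971 FPKM in the SMC libraries and 51.1 to 139.5 FPKM in the pericyte libraries. The paper states that Gsn was chosen for staining because DCN is expressed in fibroblasts.

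**Figure D3:**
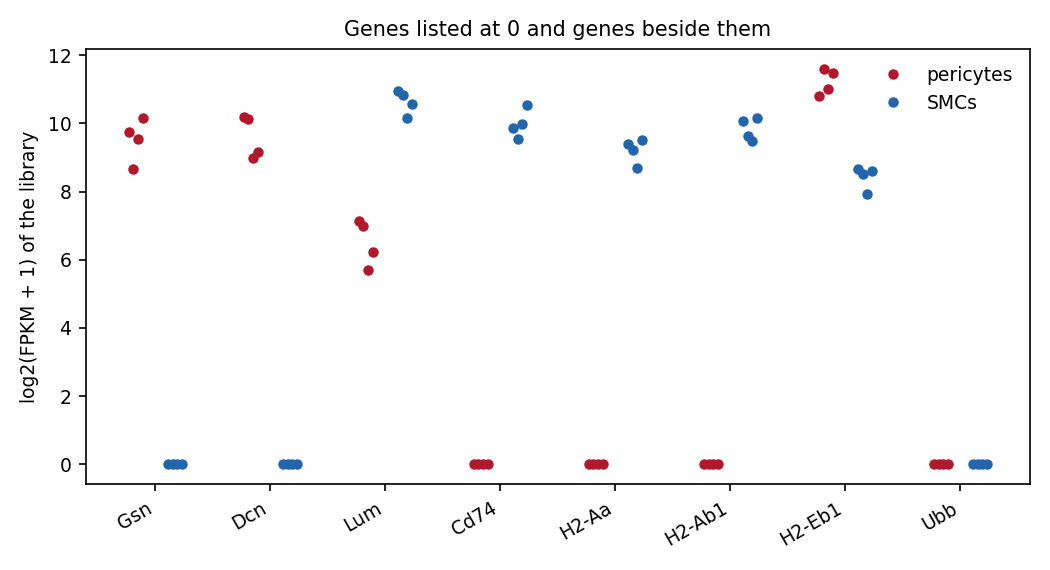
log2(FPKM + 1) of 8 genes (vertical axis) in the 4 pericyte and 4 SMC libraries, each point a library. Gsn and Dcn sit at 0 in the SMC libraries, Cd74, H2-Aa and H2-Ab1 sit at 0 in the pericyte libraries, and Ubb sits at 0 in all 8 libraries.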

GSN is an actin-binding protein, which actively regulates actin filament assembly and disassembly^33^. In TA muscle, GSN co-localized with PDGFRβ^+^SMA^−^ pericytes in capillaries (& in Fig. 4C), but not PDGFRβ^+^SMA^+^ SMCs in arteries/arterioles (^ in Fig. 4C), indicating that GSN selectively labels muscle pericytes rather than SMCs. Interestingly, GSN was also observed in PDGFRβ^+^SMA^−^ cells in the abluminal side of some large veins (* in Fig. 4C) and outside of SMCs in arteries/arterioles (# in Fig. 4C), suggesting that GSN may also mark perivascular fibroblasts in skeletal muscle. In sharp contrast, IHC revealed negligible levels of GSN in the brain (Fig. 4D). This finding is consistent with our RNAseq data showing that GSN is enriched in muscle rather than brain pericytes.

To determine if GSN labels all pericytes or a subpopulation of pericytes in skeletal muscle, we co-stained GSN with CD13 (pericyte marker) and quantified the percentage of GSN^+^ pericytes (Fig. 5A). In the TA muscle, approximately 90% of CD13^+^ cells were positive for GSN (Fig. 5B). Given that CD13 also labels SMCs in addition to pericytes^1,2^and that GSN is not expressed in muscle SMCs (Fig. 4C), the actual percentage of muscle pericytes expressing GSN is likely higher than 90%. These results suggest that GSN marks most pericytes in skeletal muscle. Similarly, we also co-stained GSN with vimentin (fibroblast marker) and quantified the percentage of GSN^+^ fibroblasts (Fig. 5C). In sharp contrast, only 14% vimentin^+^ cells expressed GSN (Fig. 5D), indicating that GSN labels a small subpopulation of fibroblasts in skeletal muscle. Together, these results suggest that GSN selectively marks most muscle pericytes and some muscle fibroblasts, but not muscle SMCs or brain pericytes.

**Fig. 5:**
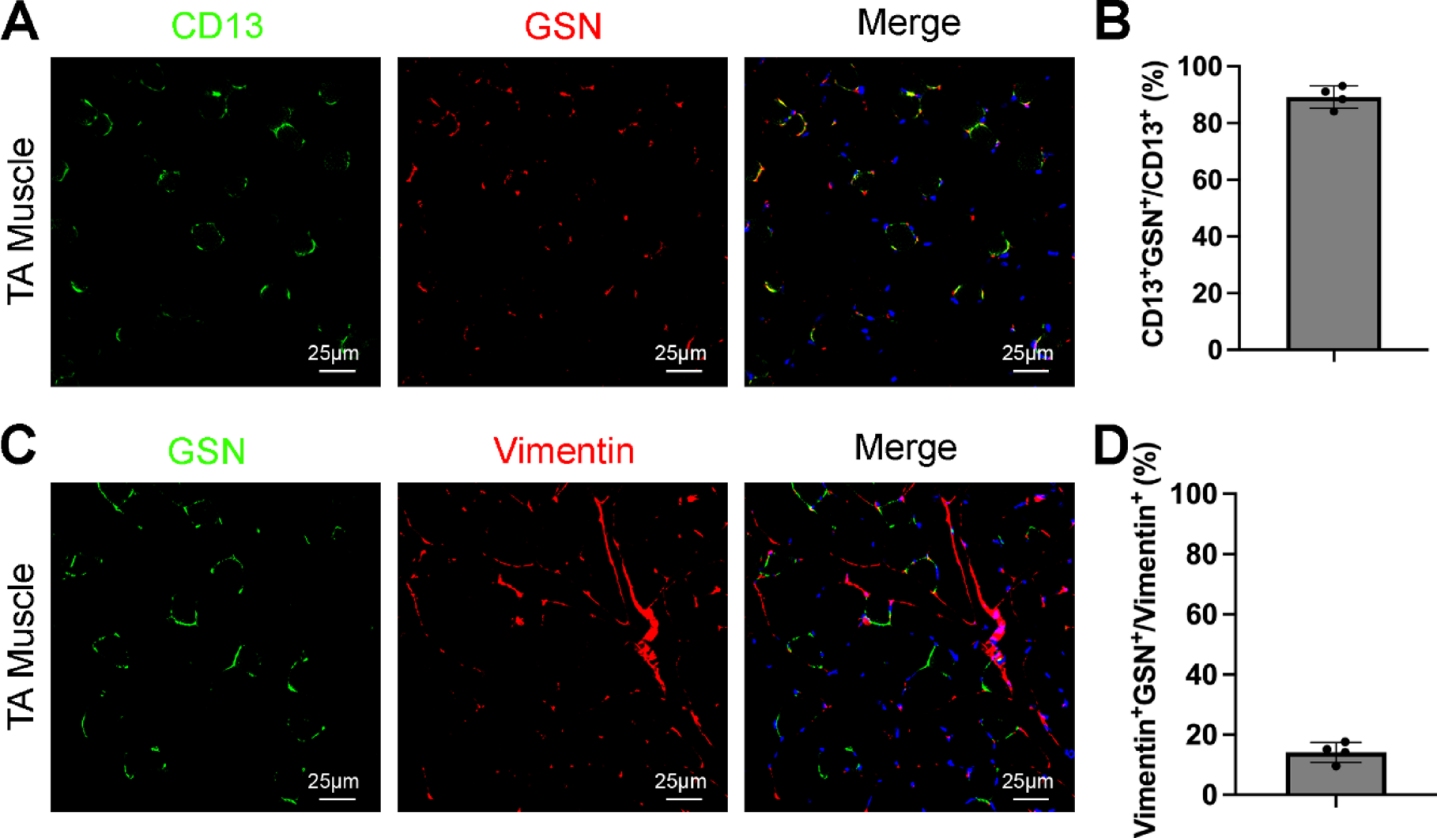
GSN expression in muscle pericytes and fibroblasts. (**A**) Immunohistochemical analysis of GSN and CD13 (pericyte marker) expression in mouse TA muscle. (**B**) Quantification revealed GSN expression in approximately 90% of CD13^+^ pericytes in TA muscle. *n* = 4 mice. Data were shown as mean ± SD. (**C**) Immunohistochemical analysis of GSN and vimentin (fibroblast marker) expression in mouse TA muscle. (**D**) Quantification revealed GSN expression in approximately 14% of vimentin^+^ fibroblasts in TA muscle. *n* = 4 mice. Data were shown as mean ± SD.

## Discussion

Pericytes are perivascular cells that exert a variety of important functions. In the brain, where a stable homeostasis needs to be maintained, pericytes are involved in the regulation of BBB integrity^10,11,18^. In skeletal muscle, which undergoes regeneration after injury, pericytes participate in muscle repair/fibrosis and immunomodulation^1,23,24,34–36^. The tissue-dependent functions of pericytes suggest that pericytes in distinct tissues may have unique transcriptional profiles and markers. Interestingly, various subpopulations of pericytes have been reported even in the same tissues^37–42^. Identifying tissue-specific and/or subpopulation-specific markers for pericytes will substantially enrich our knowledge on pericyte biology/functions.

In this study, Igkv8-30 is identified as the only gene enriched in both muscle and brain pericytes, suggesting that Igkv8-30 may be a universal pericyte marker. It remains unclear if Igkv8-30 is expressed in pericytes in other tissues. It should also be noted that, as an immunoglobulin kappa chain variable, Igkv8-30 is also expressed in immune cells. In addition, we show that GSN labels most muscle pericytes and a small subpopulation of muscle fibroblasts, but not muscle SMCs or brain pericytes. This marker is useful in distinguishing pericytes and SMCs, which share many markers in skeletal muscle^1,2^. It also allows differentiation of brain and muscle pericytes, which are different subpopulations with distinct embryonic origins^1,12–17^. Such subpopulation-specific pericyte markers enable isolation of pericyte subpopulations at high purity and subsequent characterization of their functions.

To the best of our knowledge, this is the first study that cross-compare brain and muscle pericyte-selective markers under the same experimental conditions. Specifically, brain and skeletal muscle samples from the same mice and the same experimental pipeline (flow cytometry followed by RNAseq analysis) were used in these experiments^30^. The same conditions minimize variations in experimental systems and ensure robust data. Interestingly, substantially more pericyte-enriched (741 vs. 40) and SMC-enriched (564 vs. 158) genes were identified in skeletal muscle compared to the brain. This difference suggests that pericytes and SMCs share more features in the brain and may exert more diverse functions in skeletal muscle, reflecting tissue-specific signatures of these cells.

This study has several limitations. First, previous studies have identified two subtypes of pericytes in skeletal muscle: type I (PDGFRβ^+^/NG2^+^/CD146^+^ and Nestin^−^) and type II (PDGFRβ^+^/NG2^+^/CD146^+^ and Nestin^+^)^34,37,38,41,42^. Our IHC revealed GSN staining in most PDGFRβ^+^ pericytes in skeletal muscle, suggesting that GSN may not be able to discern type I and type II pericytes in skeletal muscle. Given the different fates and functions of these cells in muscle regeneration/repair^34,37,39–41^, future research should focus on finding single markers to identify these subtypes of pericytes. Next, although GSN predominantly marks muscle rather than brain pericytes, it remains unclear if it labels pericytes in other tissues, such as liver and kidney. It might be interesting to determine if GSN exclusively labels muscle pericytes. In addition, other than pericytes, GSN also labels PDGFRβ^+^SMA^−^ cells in some large blood vessels (perivascular fibroblasts) in skeletal muscle. Given the overlapping functions between pericytes and fibroblasts in skeletal muscle^1,23,24,34,36,43–45^care should be taken when interpreting results from such studies. Third, due to different pericyte density in tissues and debris levels in samples, muscle and brain pericyte-enriched gene lists are compared directly without performing data integration. The lack of joint normalization and batch correction may introduce statistical biases. Last, this study uses PDGFRβ and SM22α (tdTomato) expression to define pericytes (PDGFRβ^+^tdTomato^−^) and SMCs (PDGFRβ^+^tdTomato^+^). In the brain vasculature, some PDGFRβ^+^tdTomato^+^ pericytes are found at pre-capillary arterioles^6,7^. It is possible that these PDGFRβ^+^tdTomato^+^ pericytes also exist in skeletal muscle. It should be noted that these pericytes were considered as SMCs in this study due to their expression of tdTomato. As a result, their marker expression remains largely unknown and should be addressed in future research.

## Conclusion

In summary, we screened muscle pericyte-enriched and SMC-enriched genes using bulk RNAseq. By comparing pericyte-enriched genes in the brain and skeletal muscle, we further demonstrated that GSN was expressed in muscle rather than brain pericytes. This study identified GSN as a muscle pericyte-selective marker, which may be used to isolate and study muscle pericytes.

## Methods

### Animals

The SM22α-Cre mice were crossed with the Ai14 reporter mice to generate Ai14^+/−^:SM22α-Cre^+^ mice, in which SMCs were permanently labeled with tdTomato. Both the SM22α-Cre (Jax: 004746) and Ai14 reporter mice (JAX:007914) were from the Jackson Laboratory. These mice were housed in the animal facility with free access to water and food under 12 h/12 h light/dark cycle. All procedures were approved by the University of South Florida Institutional Animal Care and Use Committee (IACUC) in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals. 18 mice of both sexes at the age of 3–4 months were used in this study. Animal research is reported according to the ARRIVE guidelines.

### Muscle dissection and Preparation

Mouse skeletal muscle single cell suspension was prepared using a well-established protocol^23,41,42^. Briefly, mice were anesthetized and transcardially perfused with PBS. Hindlimb muscles were dissected and minced with sterile scissors and blades. The minced muscle fragments were digested in 0.2% (w/v) type-2 collagenase (Worthington, LS004176) at 37 °C for 2 h with rotation, followed by 3 × 15-minute incubations in 0.25% trypsin/EDTA at 37 °C. Next, tissue suspension was triturated with 1 ml pipette tips and centrifuged at 700 g for 6 min. The red blood cells (RBCs) were removed by resuspending the pellet in RBC lysis buffer and centrifugation at 700 g for 6 min. The pellet was resuspended in sorting buffer (HBSS + 2% FBS + 2mM EDTA + 1% PS) and passed through a 40-µm cell strainer to remove aggregates. The resulting single cell suspension was used for subsequent cell isolation immediately.

### Fluorescence-activated cell sorting (FACS)

Skeletal muscle single cell suspension was incubated with PDGFRβ-APC (eBioscience, 17-1402-82, 1:100), CD31-FITC (Biolegend, 103108, 1:100), and CD45-FITC (eBioscience, 11-0451-85, 1:100) for 30 min on ice. The cells were washed in ice-cold sorting buffer and resuspended in sorting buffer supplemented with DAPI. Next, the samples were filtered through a 40 μm cell strainer and run through a MoFlo Astrios EQ (Beckman Coulter) cell sorter. Single-color controls were used to perform compensation, and fluorescence-minus-one (FMO) controls were used to set the gating boundaries. Pericytes and SMCs were gated as DAPI^low^FITC^−^APC^+^tdTomato^−^ and DAPI^low^FITC^−^APC^+^tdTomato^+^ cells, respectively. Due to the relatively low density of pericytes in skeletal muscle^1^, multiple sorts were combined to generate one sample, which contained approximately 60,000 cells. Four biological replicates were used in this study.

### RNAseq and data analyses

Total RNA was extracted using the TRIzol reagent (Invitrogen, 15596018) followed by RNeasy Plus Mini Kit (Qiagen, 74136). Samples that passed RNA quality control were subjected to Ultra-Low Input RNAseq at GENWIZ. Briefly, reverse transcription and cDNA amplification were performed using the SMART-Seq v4 Ultra Low Input RNA Kit (Clontech). Library was constructed using the Illumina Nextera XT kit and sequencing (2 × 150 bp) was performed on the Illumina platform. Raw RNAseq data were provided in FASTQ format. The quality of raw RNAseq reads was assessed using the FastQC program^46^. High-quality reads were aligned to the mouse reference genome (NCBI Build 37) using Bowtie2^47^ and Tophat^48^ with default parameters and the Ensembl Gene transfer format (GTF) file. Gene expression levels were estimated in FPKM (Fragments Per Kilobase of transcript per Million mapped reads). For differential expression analysis, the LIMMA program^49^ was employed to compare gene expression levels between pericytes and SMCs. The identified DEGs were input into the Shinygo web service^50,51^ for functional or pathway enrichment analysis. The PCA plot was generated using the CummeRbund program^51^. The volcano plot was created using the Tmisc package in R programing language. The sequencing data generated from this study have been deposited in the NCBI Gene Expression Omnibus (GSE302448).

### IHC

IHC was performed as described previously^30,52^. Briefly, TA muscle sections were fixed in 4% PFA for 20 min, washed in PBS, and incubated in blocking buffer (5% normal donkey serum in PBS + 1% BSA + 0.3% Triton X-100) for 2 h at room temperature. Then, the tissues were incubated in PDGFRβ (Cell Signaling Technology, 3169 S and eBioscience, 14-1402-82, 1:200), CD13 (BD, 558744, 1:200), vimentin (Millipore, MAB1681, 1:200), SMA (Sigma, F3777, 1:1000), and GSN (R&D, MAB8170, 1:200) antibodies overnight at 4 °C. The next day, the slides were incubated in appropriate secondary antibodies for 2 h at room temperature and then mounted in Fluoromount-G with DAPI.

### Image analyses

Images were taken using the Nikon Eclipse NI-E microscope with pco.panda USB3.1 sCMOS camera and Apo Lambda 20X objective, and Agilent BioTek Cytation C10 Confocal Imaging Reader with Sony CMOS camera (I6-bit grayscale) and 40 × 1.15 NA objective. Images were acquired on NIS-Elements AR and Gene5IPRIME software. Image processing was performed using ImageJ (NIH) and Adobe Photoshop.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

Sequencing data generated from this study has been deposited in the NCBI Gene Expression Omnibus and is accessible through the accession number GSE302448. Other materials generated in this manuscript are available from the corresponding author upon reasonable request.

## Abbreviations

BBB: blood-brain barrier
DCN: decorin
DEGs: differentially expressed genes
FACS: fluorescence-activated cell sorting
FC: fold change
FMO: fluorescence minus one
GSN: gelsolin
IHC: immunohistochemistry
PCA: principal component analysis
RBCs: red blood cells
SMA: smooth muscle actin-α
SMCs: smooth muscle cells
TA: tibialis anterior

# Supplementary material for: Screening and identification of muscle pericyte selective markers
**Source:** Sci Rep. 2025 Aug 7;15:28874. doi: 10.1038/s41598-025-14225-3
**Supplement:** Supplementary file 2 — Supplementary Material 2

## **Screening and identification of muscle pericyte selective markers**

Jingsong Ruan<sup>1</sup>, Minkyung Kang<sup>1,#</sup>, Rong Wang<sup>2</sup>, Wanling Xuan<sup>2</sup>, Feng Cheng<sup>2</sup>, Yao Yao<sup>1,\*</sup>

Department of Molecular Pharmacology and Physiology  
Morsani College of Medicine, University of South Florida  
12901 Bruce B. Downs Blvd., MDC 8  
Tampa, FL 33612, USA

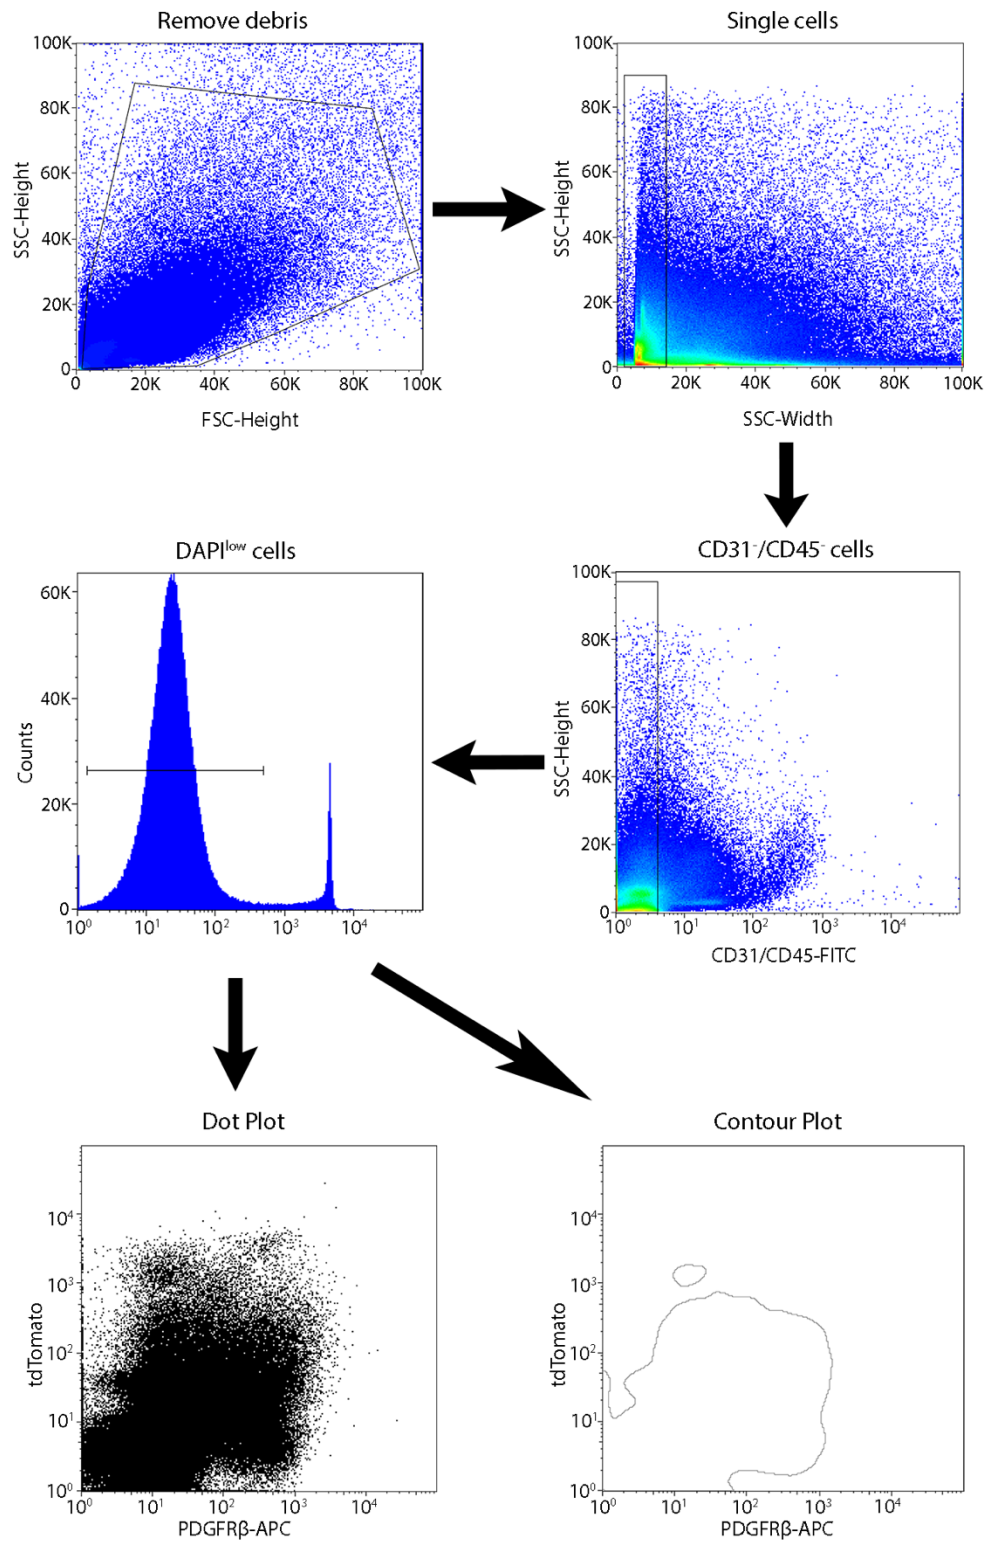

**Fig. S1.** Workflow and gating strategy. Flow cytometry was performed to isolate pericytes (CD31<sup>+</sup>CD45<sup>-</sup>DAPI<sup>low</sup>PDGFRβ<sup>+</sup>tdTomato<sup>-</sup>) and SMCs (CD31<sup>+</sup>CD45<sup>-</sup>DAPI<sup>low</sup>PDGFRβ<sup>+</sup>tdTomato<sup>+</sup>) from skeletal muscle of Ai14<sup>+/-</sup>;SM22α-Cre<sup>+</sup> mice. SMCs, smooth muscle cells.

How the deposited data were processed for this re-analysis (not part of the article)

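RNA from pericytes and SMCs sorted from mouse skeletal muscle was sequenced in 4 libraries of each, with replicate numbers from 1 to 4 in both groups. The authors aligned the reads to the mouse genome (NCBI Build 37) with Bowtie2 and TopHat with an Ensembl annotation, and deposited FPKM for each gene and library. The deposited values were not log transformed and had no filter on low values. Whether reads were counted by strand, and the program that computed FPKM, are not named in the paper's text. Gene positions were taken from GENCODE version 1 for mouse (Ensembl release 65), which holds 37195 of the 37979 gene identifiers, 36519 of them with the same symbol.

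The number of reads behind an FPKM value is unknown, so no counting error is given. Relative depth was estimated from values under 0.3 FPKM, and the largest relative depth was 1.23 times the smallest.

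Values were taken as log2(FPKM + 1) and tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) with Benjamini-Hochberg adjustment over 27414 genes with FPKM above 0 in at least 1 library. As in the paper, genes with a log2 fold change above 2 and a q value below 0.05 were called enriched, and above 5 for the strict list. The test was checked on simulated data, in which 193 of 200 genes changed by 4 log2 units (96.5%) and 0 unchanged genes of 27414 simulated were called. The simulated noise was independent for each gene and library, and only genes well above 0 were changed. The check therefore does not cover the deviations that these libraries share, nor genes listed at 0. The replicate block pairs libraries by the replicate numbers in the sample names. The paper says that multiple sorts were combined for each sample and does not say that same-numbered libraries share animals.

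Family values (median over genes) and marker values (mean over genes) were compared by two-sided exact permutation tests over 35 splits and their mirrors, with Benjamini-Hochberg adjustment over 17 families or 17 marker sets. Over-representation was tested by one-sided Fisher's exact tests against the 11414 genes with a mean log2(FPKM + 1) above 2 in at least 1 group. These tests count genes and not libraries, and genes of a set can vary together, so their p values do not measure the spread between libraries. Reactome pathways with 10 to 500 background genes came from the gene sets shipped with fgsea 1.28.0, matched through Entrez identifiers that 11216 of the background genes (98.3%) have. Permutation tests and figures were made in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

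The mapping, the designs, the gene families, the marker sets and most alternatives were fixed before the data were examined. The alternatives were a pseudocount of 0.1, a filter at 1 FPKM in at least 4 libraries, quantile, TPM and median-ratio scaling, the replicate block, replicates 1 and 2 against replicates 3 and 4 as a covariate, an intensity trend, limma treat, leaving out genes listed at 0 in a whole group, each library left out in turn, a background of all genes tested for the families, other principal component scalings, and means in place of medians. Testing all listed genes, a Reactome background of all genes tested, the replicate block with all listed genes, and the removal of a trend on transcript length and GC content were chosen after seeing the data. The genes named were drawn from the genes the paper names and from members of the fixed families and marker sets. They were also drawn from the 15 genes with the largest fold change in each direction that separate the groups completely. Kcnj8, Abcc9, Atp13a5, Myh11, Anpep, Cspg4, Nes and Vim were also tested, and their values are not given. Ubb is in the marker set of genes used by every cell, and the check of that set for values at 0 leaves out a gene that is not reported here. Genes named for replicate 3 or for replicates 1 and 2 against replicates 3 and 4 were chosen after their values were seen. Gene ontology, the brain libraries, flow cytometry and staining were not analysed here.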

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

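The tests of transcript length were chosen only after the result was seen, and the tests of epithelial genes and of chromosomes X and Y were set before it.

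Among 105 groups of 4 libraries, 5 had a library far from the other 3, about the 1 in 20 that chance gives. The immunoglobulin constant genes had a family value of 1.5 in SMC replicate 4 against 0.64 to 0.67 in the other SMC libraries. In pericyte replicate 2, the CD3 and T cell receptor constant genes had 9.46 against 8.55 to 8.60, the genes used by every cell had 10.11 against 9.51 to 9.59, and Igkv8-30 had 7.96 against 6.11 to 6.42. Mcam had 3.93 in pericyte replicate 4 against 3.50 to 3.57. All are on the log2(FPKM + 1) scale.

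Of these values, 3 lie in pericyte replicate 2, whose FPKM also summed highest (1190435). The deviation of this library from the other pericyte libraries fell with transcript length (Spearman's rho across 12822 genes, which are not independent replicates, -0.580), which is consistent with a length bias in that library. The other libraries had rho between -0.366 and 0.411, so a relation to length is not confined to it. No biological explanation was tested, since the design gives no condition that sets this replicate apart.

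In replicate 3 of both groups, 28 genes lay at least 1.5 log2 units above the other replicates, against 3, 4 and 4 genes for replicates 1, 2 and 4, and the paper does not report them. Nupr1 had 8523 FPKM in SMC replicate 3 and 655 to 905 FPKM in the other SMC libraries. Agr2 had 575 FPKM in SMC replicate 3 and 45.7 FPKM in pericyte replicate 3, and Krt14 had 124.5 and 52.2 FPKM. RNA of epithelial cells may be a source. Of 9 genes in a list of epithelial genes written before its values were seen, 5 were highest in replicate 3 of both groups, and 0 were highest in both groups in any other replicate. The list had 10 genes, of which Cldn7 was left out after the result was seen because it is among the 28; with it, 6 of 10 were highest in replicate 3. The pattern cannot be told apart from epithelial RNA, and it was not tested against any condition.

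A total of 43 genes were apart by at least 1 log2 unit between replicates 1 and 2 and replicates 3 and 4 in all 8 libraries, 14 higher in replicates 1 and 2 and 29 higher in replicates 3 and 4. Xist had 7.80 to 9.81 FPKM in replicates 1 and 2 and at most 0.0118 FPKM in replicates 3 and 4, and Ddx3y had 30.2 to 43.6 FPKM in replicates 3 and 4. Of the 43 genes, 11 (25.6%) lay on chromosomes X and Y. All 43 genes were selected for parting the 8 libraries, so that those on chromosomes X and Y do so follows from the selection. The female-specific and male-specific sets, fixed before the data were examined, part the libraries in the same way. Autosomal genes can also differ with sex. The sex of the animals and any other difference between these replicates therefore cannot be told apart. No other batch is given for these libraries, and no biological explanation set by the design was tested.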

How the results depend on the processing

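The comparisons of other splits of the libraries and the removal of a length and GC trend were chosen only after the result was seen.

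Pericyte-enriched, SMC-enriched and strongly pericyte-enriched genes numbered 888, 728 and 147. Across the 8 fits that each left out one library they ranged from 845 to 885, from 607 to 774 and from 126 to 151, and between 817 and 841 of the 888 and between 585 and 675 of the 728 were called again. With limma treat they were 336, 32 and 2. A pseudocount of 0.1 gave 1421 SMC-enriched and 345 strongly pericyte-enriched genes, and 1328 pericyte-enriched genes. TPM scaling gave 822 pericyte-enriched and 1019 SMC-enriched genes, so pericytes held 44.6% of the calls against 55.0% without rescaling. The replicate block with a length and GC trend removed, chosen after seeing the data, gave 97 strongly pericyte-enriched genes. Removing that trend without the block gave 98, and 1643 called genes against 1616, but 818 of the 888 and 650 of the 728 genes were called again, so the trend changes which genes are called and lowers the number of strongly pericyte-enriched genes. The cause of the other changes was not tested.

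With libraries paired by replicate number, 0 of 17 families passed (15 without pairing), because the smallest exact p that 4 pairs allow is 0.125. Over the 8 fits leaving out one library, 13 to 16 families passed. Insulin-like growth factor binding proteins failed in 6 of these fits, collagens failed in 1 (without pericyte replicate 2, adjusted exact p = 0.0648), and matrix metalloproteinases, which do not pass with all libraries, passed in 1. Both the binding proteins and the metalloproteinases were also higher in replicates 3 and 4 than in replicates 1 and 2 of each group; whether this accounts for the changes was not tested. The Fisher tests, which use the genes called, gave 9 families for pericyte-enriched genes with and without the replicate block. limma treat left 3 families over-represented among SMC-enriched genes, against 5 without it, and 10 Reactome pathways, against 69; the cause was not tested. The fits leaving out one library gave 5 to 6 such families and 63 to 72 pathways. A background of all genes tested, chosen after seeing the data for Reactome, gave 96 pathways. The first component held 34.6% to 80.2% of the variance over the alternatives, and the groups had the largest pseudo-F of all splits in each. The top 15 genes held 10 to 15 immune receptor segments.

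The MHC class II difference became -0.15 with the mean over genes. It was 0.84 with TPM scaling (exact p = 0.0571) and 4.26 with the genes listed at 0 in a whole group left out, which removes Cd74, H2-Aa and H2-Ab1. TPM scaling reversed skeletal muscle fiber markers (-0.10) and the female-specific gene (-0.074). Differences that changed sign over the 8 fits leaving out one library were integrins (-0.19 to 0.19), skeletal muscle fibers (-0.035 to 0.19), Schwann cells (-0.080 to 0.97), female-specific (-0.49 to 0.65) and male-specific (-0.56 to 0.80) markers. The female-specific set (Xist) changed sign without pericyte replicate 1 or 2 or SMC replicate 3 or 4, and the male-specific set without the other 4 libraries. Integrins changed sign without the same libraries as Xist, Schwann cell markers without pericyte replicate 3 or 4, and skeletal muscle fiber markers without pericyte replicate 4 or SMC replicate 2. In both groups Xist was higher in replicates 1 and 2. The male-specific, integrin, Schwann cell and skeletal muscle fiber sets were higher in replicates 3 and 4 of both groups. Leaving out a library unbalances this split, which may shift these differences. The sign did not change in every such fit, since Schwann cell markers stayed positive without SMC replicate 1 (0.117) or 2 (0.116). TPM scaling divides by the sum of FPKM, which had a median of 750268 in pericytes and 699462 in SMCs, and moved both of the differences it reversed toward SMCs. None of these sets had an exact p that passed the threshold, apart from MHC class II. Of the marker sets, 0 of 17 had a q value below 0.05, and 8 had an unadjusted p below 0.05, 4 in each direction.

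Single genes were each compared under 9 or 10 other alternatives, 1 of them chosen after seeing the data, and under the 8 fits leaving out one library. Of these comparisons, 8 were weaker, 22 stronger and 412 unchanged over the other alternatives, and 10 were weaker, 1 stronger and 349 unchanged over the fits leaving out one library; 0 reversed. Pdgfrb passed with the replicate block (0.00601), with replicates 1 and 2 against 3 and 4 as a covariate (0.00104), with the filter at 1 FPKM (0.0272) and, chosen after seeing the data, with the replicate block and all listed genes (0.0310), over a range of q values from 0.00104 to 0.215.

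Of the 8 splits of the libraries that part every same-numbered pair, 1, the real one, gave as many pericyte-enriched genes, 1 as many SMC-enriched genes and 1 as many strongly pericyte-enriched genes; the other splits of this kind gave 0. With 8 splits the share cannot fall below 0.125, so the design cannot exclude chance by this count. Of all 35 splits, the largest other one gave 12 genes in one direction; it sets replicates 1 and 2 against replicates 3 and 4 and parts no pairs.

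The FPKM carry no counts, so the depth behind low genes is unknown and limits what a value of 0 can show.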

Differences from the paper's values

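The second principal component held 16.2% of the variance, against the paper's about 25% in Fig. 2A, read by eye. Of the alternatives set before the data were examined, scaling each gene to unit variance (21.7%), a pseudocount of 0.1 (17.6%), and leaving out pericyte replicate 1 (18.4%), SMC replicate 3 (17.2%) or SMC replicate 4 (16.8%) came within 1.5 times of the figure's value, and the others did not.

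The q values of 6 genes were compared singly with those in Table S1, and all 6 differed. They were 4.0e-04 for Igkv8-30 (the paper's 0.0129), 1.4e-05 for Trbv17 (the paper's 0.0129), 0.0973 for Pdgfrb (the paper's 0.0310), 4.0e-04 for Ptprc (the paper's 0.0334), 4.9e-06 for Gsn (the paper's 0.00862) and 4.9e-06 for Dcn (the paper's 0.00861). None of the alternatives set before the data were examined closed these gaps, except for Pdgfrb, where the filter at 1 FPKM in at least 4 libraries gave 0.0272. The replicate block with all listed genes, which was chosen after seeing the values, gave the paper's q value for each of the 6 genes. Over the genes of Table S1 its q values differed by at most 5.0e-08. This setting also gave the paper's 741 pericyte-enriched, 564 SMC-enriched and 121 strongly pericyte-enriched genes, against 888, 728 and 147.

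Pdgfrb is among the SMC-enriched genes of Table S1, and it was not called here (q = 0.0973). It was called with the replicate block (q = 0.00601), with replicates 1 and 2 against replicates 3 and 4 as a covariate (q = 0.00104), with the filter at 1 FPKM (q = 0.0272) and with the replicate block with all listed genes (q = 0.0310). The paper describes 12 immunoglobulin variable segments, 1 T cell receptor segment and 2 other genes among its top 15; here they were 11, 1 and 3, and the replicate block gave 12, 1 and 2.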

Other observations

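The tests of pericyte and smooth muscle markers, of the MHC class II and fibroblast genes and of values at 0 were chosen only after the result was seen, and the test of further lymphocyte genes was set before it.

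Cell type markers placed lymphocyte genes in the libraries labelled pericytes. T cell markers had a mean log2(FPKM + 1) of 7.31 ± 0.13 (SD, n = 4) in pericytes and 2.17 ± 0.32 (SD, n = 4) in SMCs, B cell markers 5.97 ± 0.26 and 1.38 ± 0.34, and natural killer cell markers 5.46 ± 0.26 and 1.30 ± 0.13. Fibroblast markers were higher in SMCs, at 8.50 ± 0.14 against 4.86 ± 0.46, as were endothelial markers, at 6.02 ± 0.81 against 3.39 ± 0.44, and macrophage markers, an immune set, at 5.24 ± 0.31 against 3.73 ± 0.37. Genes used by every cell were also higher in pericytes, at 9.69 ± 0.28 against 9.13 ± 0.08 in SMCs. Immediate early and heat shock genes were higher in SMCs, at 8.79 ± 0.46 against 8.01 ± 0.27. Each of these sets separated 4 of 4 libraries from the other 4 (two-sided exact permutation test, p = 0.0286), the smallest p that 4 libraries against 4 allow. The adjusted p of 0.0607 over 17 sets is fixed by that limit and by the 8 sets that reach it, whatever the size of the difference, so it does not show how strong the differences are.

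A candidate explanation for the immune genes is RNA of lymphocytes in the pericyte libraries. Lists of 20 further T and B cell genes were written before their values were seen. Of these, 19 were higher in every pericyte library than in every SMC library, where 1.43% of genes are by chance. In these data, 3309 of the 27414 genes tested were higher in this way. The alternative, that pericytes carry these transcripts, cannot be excluded, because bulk values do not assign a transcript to a cell; 0 of 10 pericyte markers had a higher mean in the pericyte libraries. In 2 of these 10 every SMC library was above every pericyte library. Exchanged labels would put smooth muscle markers higher in the libraries labelled pericytes, and 10 of 10 had a higher mean in the SMC libraries. The means of the smooth muscle set were 4.99 ± 0.58 in pericytes and 6.19 ± 1.08 in SMCs (exact permutation test, p = 0.114). Pericyte, fibroblast and endothelial markers also each had 10 of 10 genes with a higher mean in the SMC libraries. The smooth muscle count is therefore not specific to SMCs and cannot exclude exchanged labels. The SMC library was higher in all 4 same-numbered pairs, for smooth muscle and for pericyte markers (exact sign-flip p = 0.125, the smallest that 4 pairs allow). Mast cell and dendritic cell genes, which are not lymphocyte sets, were also higher in every pericyte library. Their means were 3.01 against 1.44 in SMCs for mast cells and 3.44 against 2.01 for dendritic cells, while macrophage markers were higher in SMCs. The pattern of the T and B cell genes cannot be told apart from lymphocyte RNA, and whether sorting let lymphocytes through was not tested.

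Values of exactly 0 may be failed estimates in the deposited values. Of 29 genes that every cell uses and that were checked, 1 (Ubb) was listed at 0 in all 8 libraries. Cd74, H2-Aa and H2-Ab1 were listed at 0 in the pericyte libraries, yet 8 of the 8 other MHC class II genes with at least 1 FPKM in a library were higher in every pericyte library. Dcn was listed at 0 in the SMC libraries, yet 10 of 10 fibroblast markers were higher in every SMC library. These results are consistent with failed estimates for these genes.

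For Gsn, which the paper carries forward as a marker, the test did not decide. Of the other genes with at least 100 FPKM in every pericyte library, apart from Dcn, the lowest mean in SMCs was 0.739 FPKM (Trbv17), so no other gene this high was at 0 in the SMC libraries. This depends on the limit of 100 FPKM. Ighv8-12, with 36.1 to 547 FPKM in the pericyte libraries, was also listed at 0 in every SMC library. The paper proposes that GSN also marks some fibroblasts, and 10 of 10 fibroblast markers were higher in every SMC library. A failed estimate for Gsn and a true absence of Gsn in SMCs cannot be told apart with these values. If the estimate failed, the size and the direction of the Gsn difference between the groups are unknown. The authors' staining was not analysed here.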
